A study of Oryzias latipes with 6 samples.

How the data were processed

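Ovaries of medaka (Oryzias latipes), a small egg-laying freshwater fish used as a laboratory model, were profiled by RNA sequencing. Per the study's description, the fish came from 2 lineages, a control lineage and a lineage whose ancestors had been exposed to bisphenol A (BPA). BPA is a plastics monomer with oestrogen-like activity. The sample titles instead call the second group BPA treated, and the groups were named here by lineage. Per the labels' protocols, total RNA was extracted with a column kit, the RNA of 3 females was pooled into each biological replicate, and libraries were made with the NEBNext Ultra II RNA kit. Each lineage had 3 such pools, which gives 6 libraries. How ribosomal RNA was depleted or messenger RNA selected, the aligner, the counter, the genome build and the annotation are not stated in the labels or the file headers. No genome coordinates are given for this reason.

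The deposited table holds 21437 genes under Ensembl gene identifiers, of which 14626 carry a gene symbol and 6811 do not. Its lowest mean value over the 6 libraries was 3.75. Its name says that it was filtered on adjusted p. Every gene in it has an adjusted p, significant or not, so it was taken as limited to genes with one. Which genes were removed is not stated. Depths, counts of genes without reads and results on weak genes therefore hold for the listed genes only. The values per library are a normalised signal made by the authors: gene counts divided by 1 size factor per library, as read from the deposited values, which are whole multiples of a single step in each library. They are not scaled by gene length or to a common number of reads. Per the file headers, the table also carries the authors' mean value per gene, their log2 fold change with its standard error, their test statistic, which is a score equal to the fold change over its error, and their p-value with its adjusted p-value. The column names are those that DESeq2 writes, per the file headers. The authors' p-values were deposited with few decimals, so that small ones read 0. Columns were matched to samples through the short names in the labels' descriptions, and the replicate numbers come from the sample titles.

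The worth of 1 read was estimated in each library from its low values, and every value was divided by it. All values (100%) came within 0.1 of a whole number of reads in every library. The recovered reads gave the depth on the listed genes, and with it the smallest share that 3 reads can show. Wilson intervals at the 95% level on shares of reads cover counting error only, since reads without molecular identifiers are not independent molecules.

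For the comparison of the lineages, genes with a mean of at least 10 over all 6 libraries were kept, which left 19398 and set aside 2039. The values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend, two-sided), with all 6 libraries in the fit and no covariate. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05. Fold changes are differences of mean log2(value + 1). The added 1 understates the change of genes with low values. Where a library held no reads of a gene, a decrease can instead exceed that of count models. Limma on log2 values was used because the table holds normalised values. Count models were run on the recovered reads as alternatives, with edgeR 4.0.16 (quasi-likelihood, TMM scaling) and DESeq2 1.42.0 (Wald test). The 4 lists of gene symbols for set tests were written before the data were examined, on steroid and gonadotropin signalling, the oocyte and its zona pellucida, the cell cycle, and ribosomal proteins. They were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over the 4 sets. Whether libraries grouped by lineage was tested by the mean Euclidean distance between libraries of different lineages minus that between libraries of the same lineage, in a one-sided exact permutation test over the 10 splits of 6 libraries into 3 and 3. Its smallest possible p is 0.1.

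The genes named in the text were fixed by a rule. It takes the 5 largest increases and the 5 largest decreases on the log2 scale among called genes that have a symbol, a mean of at least 50 and no overlap between the groups. It adds at most 5 called genes with the smallest p from each of the steroid, oocyte and cell cycle lists. It also adds the sex steroid receptors, aromatase, the gonadotropin receptors and anti-Müllerian hormone whatever their result. The symbols esr2a and esr2b were part of the rule and matched no symbol in the table. The table lists esr2 under 2 identifiers, which were added after their values were seen.

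The procedure was tested on simulated reads drawn for the real genes at the depths of the real libraries, with 200 genes changed 4-fold, up or down. Genes were drawn independently, with the same spread between replicates in both lineages. Limma called 86% of the 200 changed genes with 4 false calls among 19398 genes, edgeR 93% with 16, DESeq2 90% with 22, and voom with sample quality weights 92% with 14. In a simulation with 60 genes per set, camera gave p 4.64e-58 for a shifted set and 0.734 for an unshifted one. Simulated reads over 21437 genes were recovered exactly in every library. The comparison with matched lists was tested on 200 simulated lists of 30 genes shifted by 1 log2 unit, of which 100% fell outside the central 95% of matched lists, and on 200 unshifted lists, of which 6% did. The real BPA libraries lay farther apart (mean distance 157.3) than the control libraries (68.2), and real genes can vary together. These simulations therefore show that the steps run as intended and do not give error rates for the real data.

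The alternatives fixed before the data were examined were pseudocounts of 0.5 and 10, no filter on low values, a mean of at least 50, rescaling by median ratios, quantile normalization, eBayes without a trend, the replicate number as a block, leaving out each library in turn, edgeR, DESeq2, an adjusted p threshold of 0.01, other forms of camera, and distances over the 500 most variable genes. Thinning every library to the depth of the shallowest and voom with sample quality weights were added after the data had been seen. Same-numbered pools of the lineages are different animals, and the shared replicate numbers in the titles are the only source for a pairing.

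Marker lists for 6 other tissues or cell types and lists of structured and mitochondrial RNA were written after the table had been opened. List medians were compared with those of 10000 random lists matched on mean expression. These were drawn gene by gene, so a percentile can overstate the evidence where the genes of a list vary together. A check of gene length was planned against a RefSeq gene table of the assembly ASM223467v1, matched by symbol. Only 1490 of the 4345 called genes (34.3%) had a length there, under the 80% needed, so that check is void. Base composition was not used here. Figures were drawn with matplotlib 3.10.9.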

Results

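Ovarian RNA of medaka was sequenced in 3 pools from a control lineage and 3 pools from a lineage described as ancestrally exposed to BPA. Each pool held RNA of 3 females. The study's title places the comparison in the setting of polycystic ovary syndrome and its progression to ovarian cancer. The question addressed by the design is which genes differ in ovarian expression between the lineages. Values are normalised read counts, that is, reads per gene divided by a size factor for each library.

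Depth differed widely among the libraries. The control libraries held between 38002583 and 42612988 reads on the listed genes. BPA replicate 1 was the deepest library with 68858326 reads, BPA replicate 2 held 25951809 and BPA replicate 3 held 4080831. The range from the deepest to the shallowest library was 16.9-fold. A single read was worth 0.644 to 0.718 normalised counts in the control libraries, 0.406 in BPA replicate 1, 1.19 in BPA replicate 2 and 6.44 in BPA replicate 3. The smallest share of reads that 3 reads could show was 7.35e-05% in BPA replicate 3 and at most 7.89e-06% in the control libraries. Of the listed genes, 9 to 69 were at 0 in a control library, 15 in BPA replicate 1, 692 in BPA replicate 2 and 1679 in BPA replicate 3. The 10 most abundant genes took 8.12% to 8.42% of the reads in the control libraries, and 10.3%, 8.83% and 11.7% in BPA replicates 1, 2 and 3. The labels gave no sequencing batch. Libraries could therefore not be compared within a batch, and no BPA library lay within the depth range of the control libraries.

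**Figure D1:**
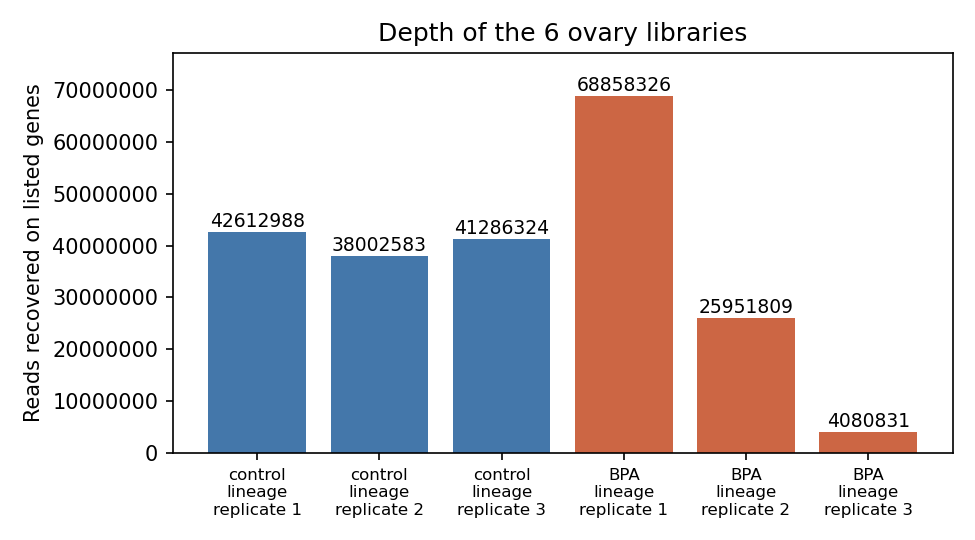
Reads recovered on the listed genes (vertical axis) for each of the 6 libraries (1 bar per library; blue, control lineage; orange, BPA lineage). The control libraries lie between 38002583 and 42612988 reads, while the BPA libraries run from 4080831 to 68858326.

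The first comparison asked whether libraries grouped by lineage. Across genes, whose values are not independent replicates, the correlation of log2(value + 1) was 0.983 to 0.987 among control libraries, 0.91 to 0.969 among BPA libraries and 0.83 to 0.945 between lineages. The mean Euclidean distance was 68.2 among control libraries, 157.3 among BPA libraries and 191.7 between lineages. No pair of libraries agreed within sampling noise, the smallest chi-square per gene being 22.1, so each was counted as a separate sample. The between-lineage distance exceeded the within-lineage distance by 79 on average. The real grouping gave the largest difference of the 10 splits, with an exact permutation p of 0.1 (one-sided, n = 3 per group), the smallest this design allows. The result was lowest, at 48.8, when distances were taken over the 500 most variable genes. Fewer genes give smaller distances, so this value does not show a weaker grouping than 79. The first principal component held 64.3% of the variance and separated the lineages, and the second held 24% and separated the BPA libraries from one another. The mean distance to the control libraries was 144.3 for BPA replicate 1, 198 for BPA replicate 2 and 232.8 for BPA replicate 3.

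**Figure D2:**
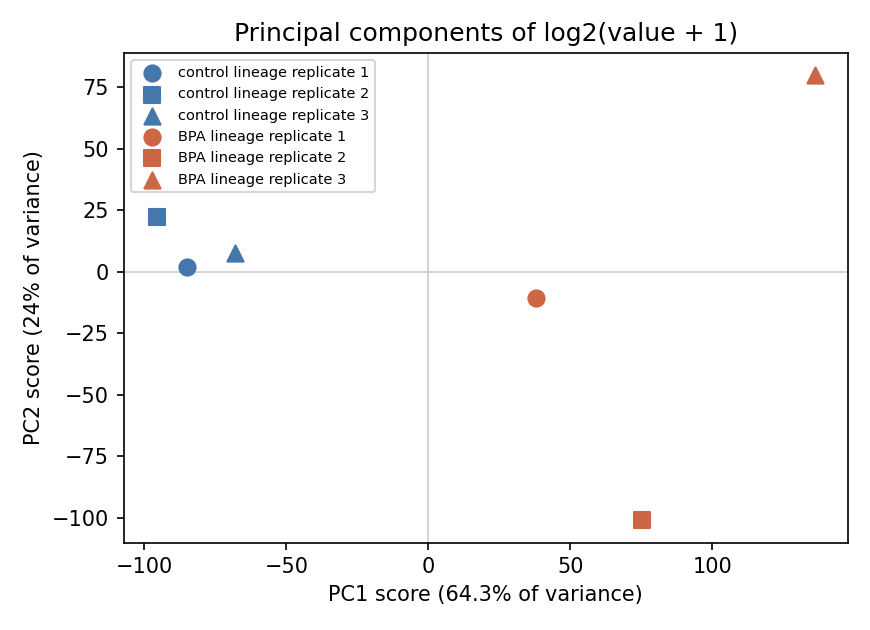
Scores of the 6 libraries on the first (horizontal axis, 64.3% of variance) and second (vertical axis, 24% of variance) principal components of log2(value + 1); colour marks the lineage and marker shape the replicate. The control libraries lie between -95.7 and -68.2 on the first component and the BPA libraries between 37.8 and 136, with BPA replicates 2 and 3 at opposite ends of the second, at -101 and 79.9.

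The second comparison tested each gene between the lineages. Of 19398 genes tested, 4345 (22.4%) were called by limma at an adjusted p-value under 0.05. Of these, 2202 were higher and 2143 lower in the BPA lineage. A change of at least 2-fold was found for 3712 of the called genes, 1833 higher and 1879 lower. The median size of the change among called genes was 1.67 on the log2 scale, and the median standard error over all tested genes was 0.34. In 4342 of the called genes all BPA libraries lay on one side of all control libraries. Among all tested genes this was so for 8739 (45.1%), where chance gives 10% for 3 against 3. The smallest adjusted p-value from limma was 0.00321, and 7230 genes had an unadjusted p under 0.05. Over the alternatives the count ranged from 1067 genes, when control replicate 2 was left out, to 7735, under voom with sample quality weights.

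The authors' deposited table gave 5706 genes with an adjusted p under 0.05, 2996 higher and 2710 lower in the BPA lineage. Of the genes tested here, 5576 were among them in the authors' deposited table. The limma calls shared 4327 genes with the authors' deposited table, all with the same sign, while 18 genes were called by limma alone and 1249 of the tested genes by the authors' deposited table alone. In 191 (3.35%) of the calls in the authors' deposited table the groups overlapped, and 169 of those 191 were increases. The fold changes of limma and those of the authors' deposited table had a correlation of 0.98 across the tested genes, which are not independent replicates. On the recovered reads, of which 100% of values were whole, edgeR's quasi-likelihood test called 4876 genes and DESeq2 called 5800.

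The largest increases among named genes of sufficient abundance included 4 copies of Metazoa_SRP, the RNA of the signal recognition particle, a structured RNA that takes part in protein secretion and carries no poly(A) tail. Copies of this gene are near-identical, so reads can be shared among them and the value of any single copy is uncertain. The copy ENSORLG00000029305 averaged 223.1 ± 77.0 normalised counts in the control lineage and 6786 ± 7240 in the BPA lineage (SD, n = 3). Its log2 fold change was 4.43 with a standard error of 0.63 and a limma adjusted p of 0.00444, and BPA replicate 3 had the highest value, at 15132. The other 3 copies, ENSORLG00000021838, ENSORLG00000025693 and ENSORLG00000028071, rose by 4.61, 4.41 and 4.29 on the log2 scale, with limma adjusted p-values of 0.00488, 0.00487 and 0.00477. The remaining gene of the largest increases was ptgdsb.1 (ENSORLG00000007143), named as a prostaglandin D synthase gene. It averaged 17.5 ± 4.36 normalised counts in the control lineage and 399.8 ± 180 in the BPA lineage (SD, n = 3), a log2 fold change of 4.33 ± 0.44 (SE) with a limma adjusted p of 0.00321.

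The largest decreases were in nrsn1 (ENSORLG00000005016), olgc-r1 (ENSORLG00000014359), asmt (ENSORLG00000015943), runx2 (ENSORLG00000010169) and fabp6 (ENSORLG00000012622). The gene nrsn1 averaged 106 ± 24.5 normalised counts in the control lineage and 1.35 ± 2.34 in the BPA lineage (SD, n = 3), where BPA replicates 2 and 3 were at 0. Its log2 fold change was -5.94 ± 0.75 (SE) with a limma adjusted p of 0.00393. In BPA replicate 3 a value under 19.3 normalised counts rests on fewer than 3 reads, so a decrease below that level was not measurable there. This applied to nrsn1, olgc-r1, asmt and runx2, and to fsta and gnrh2 among the steroid and gonadotropin genes. The gene asmt, which encodes an enzyme of melatonin synthesis, fell from 480.2 ± 296 to 11.5 ± 4.50 normalised counts (SD, n = 3), a log2 fold change of -5.15 ± 0.51 (SE) with a limma adjusted p of 0.00321. The log2 fold changes of olgc-r1, runx2 and fabp6 were -5.26, -5.0 and -4.97, with limma adjusted p-values of 0.00765, 0.0157 and 0.0044. The call of olgc-r1 was lost when control replicate 2 was left out, and that of runx2 when control replicate 1 or 2 was left out. Count models gave smaller decreases for nrsn1, olgc-r1 and runx2, which were at 0 in BPA replicate 3. The log2 fold changes of edgeR and DESeq2 were -5.28 and -5.42 for nrsn1, and -3.86 and -4.02 for olgc-r1. They were -3.4 and -3.54 for runx2, -5.11 and -5.19 for asmt, and -4.89 and -4.41 for fabp6.

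**Figure D3:**
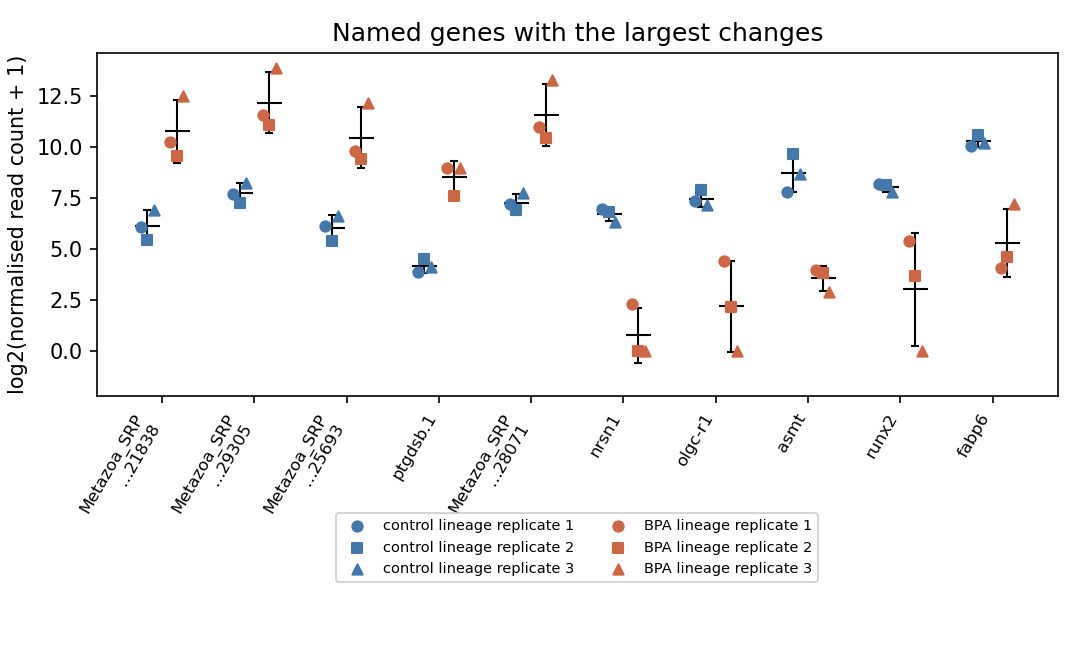
Normalised read counts on the log2(value + 1) scale (vertical axis) for the 10 named genes with the largest changes (horizontal axis; the last digits of the identifier are given for the copies of Metazoa_SRP); points are libraries, blue for control and orange for BPA, and black bars are the mean ± SD of 3 libraries. In each gene the BPA libraries lie on one side of the control libraries, with log2 fold changes from -5.94 to 4.61.

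The third comparison concerned steroid and gonadotropin signalling, to which polycystic ovary syndrome relates. The set held 43 tested genes with a median log2 fold change of 0.34, of which 28 were higher in the BPA lineage. The set as a whole did not differ (limma camera, adjusted p 0.261 over 4 sets). Of its genes, 7 were called, 4 higher and 3 lower, and 7 when adjustment was made over the list alone. The follistatin gene fsta (ENSORLG00000001892) fell from 120.8 ± 8.27 to 8.87 ± 5.72 normalised counts (SD, n = 3), a log2 fold change of -3.77 ± 0.48 (SE) with a limma adjusted p of 0.00393. The gene hsd17b1 (ENSORLG00000004159), for an enzyme that makes oestradiol from oestrone, rose from 38.7 ± 3.6 to 198.2 ± 41.7 normalised counts (SD, n = 3), a log2 fold change of 2.31 ± 0.31 (SE) with a limma adjusted p of 0.00411. The gene pgrmc1 (ENSORLG00000014011) rose by 1.05 on the log2 scale with a limma adjusted p of 0.00877, and this call was lost when control replicate 1 was left out. The gene gnrh2 (ENSORLG00000008485) had a log2 fold change of -4.64 with a limma adjusted p of 0.00717, on a control mean of 42.5 normalised counts, and this call was lost when control replicate 2 was left out. It was at 0 in BPA replicates 2 and 3, and edgeR and DESeq2 gave log2 fold changes of -4.12 and -4.32.

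Anti-Müllerian hormone, amh, appeared under 2 identifiers. The gene ENSORLG00000015951 rose from 1089 ± 127 to 2456 ± 263 normalised counts (SD, n = 3), a log2 fold change of 1.18 with a limma adjusted p of 0.00635. The gene ENSORLG00000005044 had a log2 fold change of 0.62 with a limma adjusted p of 0.348, and was not called. Whether reads were shared between the 2 amh genes is not stated, so both are uncertain to that extent.

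The androgen receptor, the oestrogen receptor esr1, aromatase and the gonadotropin receptors were not called by limma, and their BPA libraries disagreed by more than their control libraries did. The androgen receptor gene ar (ENSORLG00000009520) had 47.6 to 73.9 normalised counts in the control libraries, and 63.3, 103.7 and 689.3 in BPA replicates 1, 2 and 3. Its log2 fold change was 1.46 ± 0.76 (SE) with a limma adjusted p of 0.192. The authors' deposited table called ar, with a log2 fold change of 2.20 and an adjusted p of 0.00655, as did DESeq2 on the recovered reads, with an adjusted p of 0.00808. Over the alternatives tried, the adjusted p of ar ranged from 0.00808 to 0.382. The ovarian aromatase gene cyp19a1a (ENSORLG00000002949) had 118.4 to 152.1 normalised counts in the control libraries and 579.9, 125.2 and 708.6 in BPA replicates 1, 2 and 3. Its log2 fold change was 1.51 ± 0.58 (SE) with a limma adjusted p of 0.0906. The authors' deposited table called cyp19a1a, with an adjusted p of 0.002, as did edgeR's quasi-likelihood test (adjusted p 0.0288), DESeq2 (0.00239) and limma's voom with sample quality weights (0.000748) on the recovered reads. It was also called without BPA replicate 2, with a limma adjusted p of 0.00183. Over the alternatives tried, the adjusted p of cyp19a1a ranged from 0.000748 to 0.255. The oestrogen receptor gene esr1 (ENSORLG00000014514) had 81.8 to 98.8 normalised counts in the control libraries. In BPA replicates 1 and 2 it lay below all of them, at 54.7 and 46.5, and in BPA replicate 3 above all of them, at 496. Its log2 fold change was 0.26 with a limma adjusted p of 0.836, and changed sign to -0.83 when BPA replicate 3 was left out. The log2 fold changes of fshr (ENSORLG00000010178) and lhcgr (ENSORLG00000010892) were 0.61 and 0.42, with limma adjusted p-values of 0.312 and 0.566. The gene fshr was called without BPA replicate 2 (log2 fold change 1.1, limma adjusted p 0.0147) and under limma's voom with sample quality weights (0.80, adjusted p 0.0243), and its adjusted p ranged from 0.0147 to 0.659 over the alternatives.

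The symbol esr2, an oestrogen receptor, appeared under 2 identifiers that fell outside the rule for named genes and were chosen after their values were seen. The gene ENSORLG00000017721 rose from 41.5 ± 12 to 150.9 ± 88.3 normalised counts (SD, n = 3), a log2 fold change of 1.73 ± 0.46 (SE) with a limma adjusted p of 0.0276. This call was lost when any 1 of the control libraries was left out and after thinning, and its adjusted p ranged from 0.00132 to 0.117 over the alternatives. The gene ENSORLG00000018012 had a log2 fold change of -0.24 with a limma adjusted p of 0.749. It lay below all control libraries in BPA replicates 1 and 2, at 82.7 and 98.9 normalised counts, and above all of them in BPA replicate 3, at 309.2. Without BPA replicate 3 its log2 fold change was -0.82 and it was called (limma adjusted p 0.0471).

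**Figure D4:**
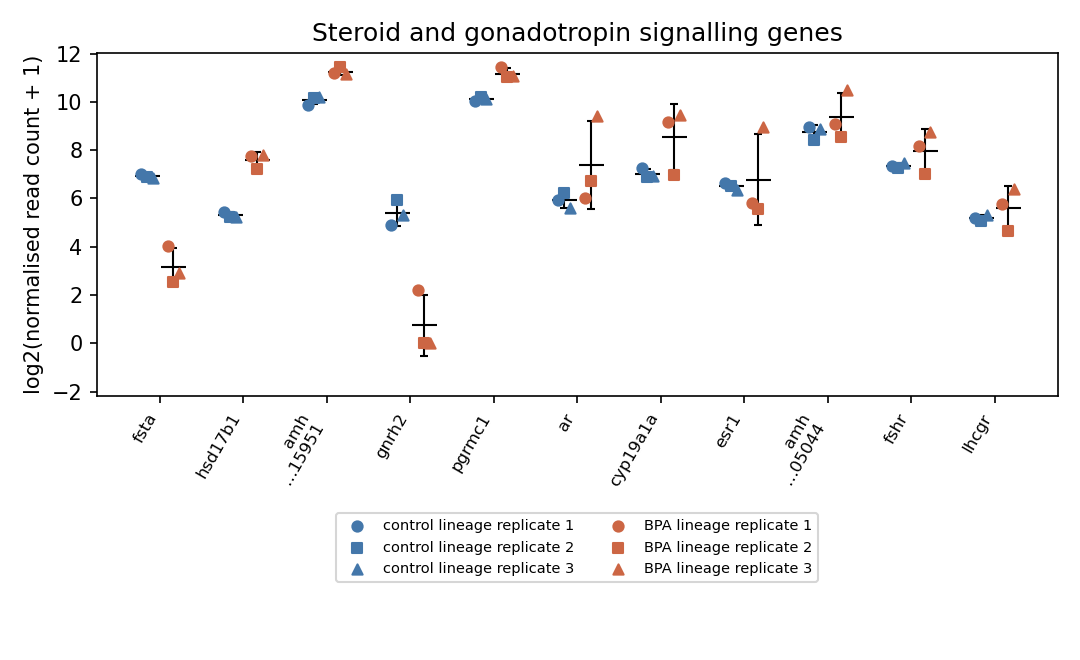
Normalised read counts on the log2(value + 1) scale (vertical axis) for 11 steroid and gonadotropin signalling genes (horizontal axis; the last digits of the identifier are given for the 2 amh genes); points are libraries, blue for control and orange for BPA, and black bars are the mean ± SD of 3 libraries. The first 5 genes were called and their groups do not overlap, while in the other 6 the BPA libraries spread on both sides of or into the control values, with esr1 at 46.5 to 496 normalised counts.

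The oocyte and zona pellucida set held 28 tested genes with a median log2 fold change of 0.18 and did not differ as a whole (limma camera, adjusted p 0.184 over 4 sets). Of these, 16 were higher in the BPA lineage. Limma called 5 of them, both over all tested genes and over the list alone. The genes cpeb1b (ENSORLG00000001508), pou5f3 (ENSORLG00000010471), tdrd9 (ENSORLG00000015842) and zar1 (ENSORLG00000000251) rose by 1.91, 2.34, 1.14 and 1.40 on the log2 scale, with limma adjusted p-values of 0.00437, 0.00525, 0.00666 and 0.0234. The gene tdrd12 (ENSORLG00000027859) had a log2 fold change of -0.96 with a limma adjusted p of 0.0376. The calls of zar1 and tdrd12 were lost in 3 and 5 of the 6 fits that each left out 1 library, whereas those of cpeb1b, pou5f3 and tdrd9 were kept in all 6.

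The cell cycle set, relevant to a tumour-like change, held 79 tested genes with a median log2 fold change of 0.01, of which 40 were higher in the BPA lineage. It did not differ as a whole (limma camera, adjusted p 0.764 over 4 sets). Limma called 14 of its genes, 8 higher and 6 lower, and 12 when adjustment was made over the list alone. The genes rrm1 (ENSORLG00000008260), ccnd2a (ENSORLG00000025430), smc4 (ENSORLG00000006114) and cdk6 (ENSORLG00000004090) had log2 fold changes of -2.18, -1.83, -0.90 and -1.58, with limma adjusted p-values of 0.00469, 0.00517, 0.0127 and 0.0129. The gene bub1 (ENSORLG00000009237) rose from 63.0 ± 7.28 to 243 ± 54.4 normalised counts (SD, n = 3), a log2 fold change of 1.91 with a limma adjusted p of 0.00525. The calls of smc4 and cdk6 were each lost in 2 of the 6 fits that left out 1 library. The ribosomal protein set, with 65 tested genes and a median log2 fold change of 0.11, had no link to the study's question and served as a comparison. It did not differ (limma camera, adjusted p 0.298 over 4 sets), with 2 genes called over all tested genes and 0 over the list alone.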

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

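Of the 99 values that the gene counts, the sets and the distance took under alternatives with all 6 libraries, 86 kept their direction and side of the threshold (for a count, within 1.5 times of the reported one), 11 counts moved further and 2 reversed. Some could not change: camera does not use the eBayes trend, and the distance was judged by its sign alone. A kept value can still move far. With camera's correlation estimated, the adjusted p of the oocyte set went from 0.184 to 0.859. The called genes numbered 4144 to 5131 under the other pseudocounts, no filter, rescaling by median ratios, quantile normalization and edgeR. At an adjusted p under 0.01 there were 1307 called genes, 765 higher and 542 lower, 1303 of them with at least a 2-fold change. With a mean of at least 50, 1263 genes were lower, and higher genes made up 61.8% of calls against 50.7% as reported. Calls of genes with low values, which were mostly decreases, are the ones this filter removes.

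Among the alternatives added after the data were seen, thinning every library to the shallowest gave 2774 called genes, 1181 of them lower, 2464 with at least a 2-fold change, and 61.6% of the reported calls were kept. Voom with sample quality weights gave 7735 genes, 4314 higher and 3421 lower. It weighted BPA replicates 2 and 3 at 0.308 and 0.533 against 0.979 to 2.75 for the control libraries. Under edgeR the median log2 fold change of all genes was 0.06 against -0.06 as reported, and higher genes made up 57.3% of calls. DESeq2 gave a median of 0.000652 and 53.7% higher, while limma after median-ratio rescaling gave -0.05 and 51.2%. Limma's voom with sample quality weights gave 0.0275 and 55.8%, and limma after thinning gave -0.0421 and 57.4%. The shift was thus not particular to edgeR and DESeq2, and its source was not separated. How much came with edgeR's scaling was not tested.

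Across the 6 fits that each left out 1 library, called genes ranged from 1067 to 6825, higher genes from 731 to 3234, lower genes from 336 to 3591, and genes with at least a 2-fold change from 1064 to 4749. The counts were lowest without a control library (1067 to 1991) and highest without BPA replicate 2 (6825). The adjusted camera p of the oocyte set ranged from 0.0294, without BPA replicate 3, to 0.386. That of the cell cycle set ranged from 0.386 to 0.846. This set changed direction without BPA replicate 2 (0.386), which alone among the BPA libraries had a set mean above the controls (0.22 on the log2 scale, against -0.04 and -0.17 in BPA replicates 1 and 3). It also changed direction with a mean of at least 50 (0.567) and under quantile normalization (0.875), for which the cause was not tested. Its adjusted p was not under 0.05 under any alternative.

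Of the named genes, esr1 reversed, to a log2 fold change of -0.45 under voom with quality weights. Under edgeR, DESeq2 and thinning it was 1.08, 1.11 and 1.02, against 0.26 as reported, and it was called under none of them. Across the fits that left out 1 library it ranged from -0.83 to 0.87. The value -0.83 came without BPA replicate 3, whose esr1 value stands apart. The esr2 gene ENSORLG00000018012 ranged from -0.82, without BPA replicate 3, to 0.12, without BPA replicate 1, its sign following how far BPA replicate 3, which lies above the controls, outweighs the others, which lie below them. Of the 427 values of named genes under alternatives with all 6 libraries, 11 were weaker and 6 stronger. Of the 198 values with 1 library left out, 20 were weaker and 3 stronger. The increase of bub1 lost its call after thinning (adjusted p 0.0525).

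The replicate numbers did not pair the pools: the correlation of deviations from the group mean between same-numbered pools was -0.137, -0.248 and 0.102, -0.0943 on average. With the replicate number as a replicate block, limma called 3402 genes, 1722 higher and 1680 lower, 3244 of them shared with the fit without the block. The set tests under the block gave adjusted p-values of 0.213, 0.213, 0.747 and 0.367 for the steroid, oocyte, cell cycle and ribosomal protein sets, and the log2 fold change of cyp19a1a was called (adjusted p 0.0447). Depth limits what BPA replicate 3 can show: 35.7% of the listed genes had fewer than 10 reads there, against 2.79% to 21.5% in the other libraries.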

Other observations

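The tests of the splits of the samples, of depth as the source of the called genes, of the gap in squared distance, of the distance between BPA replicates 1 and 2, of the mitochondrial messenger RNAs, of weak genes without BPA replicate 3, and, for the signal recognition particle RNA, those on the share of BPA replicate 3, on BPA replicates 1 and 2 and on the summed copies were chosen after the result was seen.

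The 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part all 3 same-numbered pairs and the other 6 part 1 pair each. Among those 4 splits, 1, the real one, gave as many genes called, and the same held, again for 1 of 4, for genes called higher in the BPA lineage, genes called lower in the BPA lineage and genes called with at least a 2-fold change. The 9 other splits of all kinds called 0 genes, with 17 to 1707 genes at an unadjusted p under 0.05. For the camera p of the steroid and gonadotropin signalling set, the oocyte and zona pellucida set and the ribosomal protein set, 2 of the 4 splits were as small, and for the cell cycle set 4 of 4. With 4 or 10 splits the share cannot fall under 0.05, so none of these results can be told apart from a chance split on this count alone.

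The BPA libraries lay farther apart than the control libraries, with a mean distance 2.3 times as large. After every library had been thinned to the depth of the shallowest, the ratio was 1.44 (mean of 10 draws, range 1.43 to 1.45). Thinning adds noise to all libraries and so pulls this ratio toward 1 whatever its source, so how far it fell does not show how much of the excess came from unequal depth. It stayed above 1 in all 10 draws, with all libraries at equal depth. The difference of mean squared distances was 20800 as deposited and 20500 after thinning (98.6% left), but BPA replicate 3 gains no noise by thinning and the other libraries gain unlike amounts, so this measure does not give that part either. BPA replicates 1 and 2 lay 126.8 apart as deposited, against 64.1 to 70.7 among control libraries. With BPA replicate 3 left out and the other 5 libraries thinned to the depth of BPA replicate 2, their distance was 1.69 times that of the most distant control pair (mean of 10 draws, range 1.67 to 1.70). Different sampling noise at different depths therefore did not account for the distance between BPA replicates 1 and 2, while its part in the distances to BPA replicate 3 was not resolved. BPA replicate 3 was the library farthest from the controls, and after thinning it was so in 3 of 10 draws, with a mean distance of 249.9 against 250.3 for BPA replicate 2. Its position as the most distant library can thus not be told apart from unequal depth. Depth did not account for most of the called genes: 61.8% stayed called with the same sign after thinning (mean of 10 draws), and 93.5% did so without BPA replicate 3.

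Genes of the signal recognition particle RNA (Metazoa_SRP) rose together. The table holds 41 such genes, of which 40 were tested. All 40 were higher in the BPA lineage, 38 were called, and in 39 the groups did not overlap (chance gives 10% for 3 against 3, in either direction). Their median log2 fold change was 3.81, and 3.96, 3.82 and 4.24 under quantile normalization, median-ratio rescaling and edgeR. Summed over all 41, they took 0.0173%, 0.015% and 0.0301% of the reads in control replicates 1, 2 and 3, and 0.221%, 0.14% and 0.987% in BPA replicates 1, 2 and 3 (95% Wilson interval for the last, 0.978% to 0.997%). Because the copies are near-identical they are not independent genes. Reads divided differently among copies would leave the sum unchanged, but the lowest BPA share was 4.64 times the highest control share. Unequal depth did not account for it, since the median was 3.94 after thinning, nor did BPA replicate 3 alone, since it was 3.19 without that library.

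A candidate explanation for the signal recognition particle RNA is that the libraries differed in how much RNA without a poly(A) tail they took up, by poly(A) selection, rRNA depletion or RNA quality. If so, the other small structured RNAs (spliceosomal, nucleolar, 5S and the like, 46 tested genes) would be higher as well. Their median log2 fold change was 0.39, at the 100th percentile (100) of 10000 lists matched on mean expression, which fitted that explanation. Of single genes, however, 0 were called higher (3 at an unadjusted p under 0.05) and 2 were called lower. The rise came from BPA replicate 3, however. Without it the median was -0.44, at percentile 62.3 of matched lists. Their share of reads was 0.0264%, 0.0449% and 0.0481% in the control libraries, 0.0136% and 0.00772% in BPA replicates 1 and 2, and 0.108% in BPA replicate 3. The explanation therefore remains for BPA replicate 3. These small RNAs did not bear it out for BPA replicates 1 and 2. There the signal recognition particle RNA rose while the other small RNAs together took a smaller share. Other kinds of RNA without a poly(A) tail were not examined, so the explanation is not excluded for those libraries. Selection during library preparation that acts on this RNA alone, and a change in its transcription, were not tested, and lineage and library preparation cannot be told apart with the labels given. All of the 5 largest increases among the named genes except ptgdsb.1 rest on this RNA class.

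The 13 mitochondrial messenger RNAs moved the other way. All 13 were lower in the BPA lineage, 5 of them called, with a median log2 fold change of -0.74, and -0.73, -0.73 and -0.64 under quantile normalization, median-ratio rescaling and edgeR. They took 0.935%, 0.761% and 0.758% of reads in the control libraries and 0.487%, 0.27% and 0.576% in the BPA libraries. The median lay at percentile 0.01 of 10000 matched lists and was -0.77 after thinning and -0.88 without BPA replicate 3, so their expression level, unequal depth and BPA replicate 3 alone did not account for it. The 13 genes were not shown to be independent of one another, and the percentile makes no allowance for that. Differences in library preparation or in the tissue in the pools, and a biological explanation, were not tested for these genes.

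Weakly expressed genes were lower in the BPA lineage in the normalised values as deposited. Among the 6466 tested genes of lowest mean value, the median log2 fold change was -0.55, and 1193 were called lower against 277 higher, which is 55.7% of all genes called lower. Among the other 12932 genes, 950 were called lower and 1925 higher. The median of the weak genes was -0.28, -0.90 and -0.41 in BPA replicates 1, 2 and 3. Unequal depth did not account for this, as the median was -0.60 without BPA replicate 3 and -0.56 after thinning. Nor did the logarithm of low values, as the summed values of these genes in the BPA lineage were 0.79 of those in the control lineage. The sum in BPA replicate 3 was, however, close to the control sums (0.925% of all values against 0.901% to 0.983%), and the sums were lower in BPA replicates 1 and 2 (0.728% and 0.511%), so for BPA replicate 3 alone the logarithm remains as an explanation. An even background added in the control libraries would give the same difference at all low values, but the difference was 1.85 times as large in the second 3233 genes by mean value as in the lowest 3233. Quantile normalization, which gives all libraries the same distribution by construction, took the median of the lowest 3233 genes from -0.70 to 0.12. It took that of the second 3233 genes from -0.43 to -0.12, against -0.07 to -0.06 in the groups above. The direction in the lowest group and the size in the second thus depend on scaling. Voom and edgeR gave -0.31 and -0.44 in the lowest 3233 genes, and -0.26 and -0.28 in the second 3233. Above the weak genes the median control minus BPA difference in normalised counts, 5.77 and 10.7 in the lowest groups of 3233 genes, was -20.3, -86.3 and -56.1 in the next 3 groups and 103 in the group of highest mean value, and so did not grow steadily with expression.

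The marker lists for 6 tissues or cell types were each tested between the lineages with limma camera (adjusted over the 6 lists). They were also set against matched lists, because weak genes were lower as a whole. Camera was run on these lists with the inter-gene correlation fixed at 0.01 and was not repeated with it estimated. Its p-values can therefore overstate the evidence where the genes of a list vary together. For the oocyte set, estimating the correlation took the camera adjusted p from 0.184 to 0.859. The nervous system list (28 tested genes) was lower, with an adjusted p of 0.00136 and a median log2 fold change of -1.02, at percentile 0.35 of 10000 matched lists. It had 23 of 28 genes lower, and 11 genes were called, 9 of them lower and the rest higher. All 3 BPA libraries lay below all control libraries in the list mean. Its median was -0.79 to -1.01 under quantile normalization, edgeR and median-ratio rescaling, -1.02 without BPA replicate 3 and -1.03 after thinning. Weak expression of the listed genes thus did not account for it. Less nervous system RNA in the BPA pools, whether from ovarian innervation, from expression of these genes in ovarian cells, or from adjoining tissue taken with the control ovaries, is consistent with the result, and the list cannot separate these. The stroma and extracellular matrix list (21 genes) was higher, with an adjusted p of 0.0094 and a median of 0.64 at percentile 98.9, and 0.65 to 0.87 under the 3 scalings. Without BPA replicate 3 the median fell to 0.39, so the size of the increase leans on that library. Its mean relative to the controls was 0.69, -0.09 and 1.44 in BPA replicates 1, 2 and 3, so BPA replicate 2 did not share the increase.

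The testis and sperm list (21 genes) was lower with an adjusted p of 0.00993. Of its genes 15 were lower, and 12 were called, 10 of them lower and the rest higher. Its mean relative to the controls was -0.78, -1.16 and -1.63 in BPA replicates 1, 2 and 3, against -0.11 to 0.16 in the control libraries. Its median of -0.80, at percentile 2.85, lay just within the central 95% of matched lists. The red blood cell list was lower in 7 of 7 genes (adjusted p 0.0111, median -1.21), with 0 called and 3 at an unadjusted p under 0.05, and lay at percentile 7.42. By the median, these decreases cannot be told apart from the lower values of weakly expressed genes, and for the testis and sperm list that was close to the limit. The immune cell list (adjusted p 0.0929, percentile 10.5) and the liver list (adjusted p 0.25, percentile 9.97) did not differ. All 4 medians kept their sign under quantile normalization, median-ratio rescaling and edgeR, but not always their size. That of the immune cell list went from -1.02 to -0.20, -1.01 and -0.45 under these 3 scalings, and to -0.47 without BPA replicate 3.

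BPA replicate 3 differed from BPA replicates 1 and 2 in some of the same lists. The median log2 ratio of BPA replicate 3 to the mean of the other BPA libraries was 1.0 in the stroma list, at the 100th percentile (100) of matched lists, and 1.18 in the liver list, at percentile 99.7. It lay within the central 95% for the red blood cell (82.3), immune cell (15.2), nervous system (18.6) and testis and sperm (7.75) lists. The mean of the liver list relative to the controls was -0.13, -0.79 and 0.21 in BPA replicates 1, 2 and 3. The control libraries lay at -0.15 to 0.11, so the liver contrast also rests on the low value of BPA replicate 2. A larger part of stroma, or of tissue that shares transcripts with liver, in the pool of BPA replicate 3 is a candidate explanation. It concerns a single library whose depth limits what can be shown. In 111 tested genes BPA replicate 3 was more than 2-fold above every control library while BPA replicates 1 and 2 were below every control library. This was so for 2 genes with BPA replicate 2 in that place and for 0 with BPA replicate 1. The gene esr1 has this pattern. In the opposite pattern, more than 2-fold below every control library while the other BPA libraries were above every control library, BPA replicate 2 stood alone in 81 genes, BPA replicate 3 in 72 and BPA replicate 1 in 0.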
